A study of Arabidopsis thaliana with 10 samples. Its data were reported in "PIF7 is a master regulator of thermomorphogenesis in shade" (2022).

How the data were processed

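ChIP-seq of PIF7-MYC was analysed in 8 libraries from seedlings of *PIF7:PIF7-4xMYC* in the *pif457* background, 2 replicates in each of 21WL, 30WL, 21FR and 30FR, with 2 Col-0 libraries entering as the authors' background only. Groups and replicate numbers were taken from the sample titles. The labels describe the replicates as biological, and p-values over genes or peaks measure these libraries. The labels give the age of the seedlings at treatment as 3 days in the protocol and 4 days in the design text.

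Per the file headers and the study's methods, the authors mapped reads with Bowtie2 2.2.5 to TAIR10 and called peaks on each library alone with HOMER 4.11.1 (factor style, FDR 0.001). Replicates 1 were called with at least 2-fold over the Col-0 21FR library and over the local background, and replicates 2 with at least 4-fold over the Col-0 30FR library and over the local background. The threshold for the local p in the headers was 0.001 for replicates 1 and 0.0001 for replicates 2. Libraries were amplified with 14 PCR cycles, and replicates 2 and the Col-0 30FR library were size-selected on both sides for inserts of 250 bp. A replicate number therefore stands for a shared library preparation, control and set of thresholds, and the numbers pair the libraries by batch. Peak widths in the headers ran from 196 to 350 bp.

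The deposited normalized tag counts are a signal, the tags in a peak scaled by HOMER to 10000000 tags per library, and the score that the authors deposited for a merged peak is the mean signal of the 2 replicates, which was checked to within 1% for all merged peaks but 1 of the 3254 of 30FR. The 2 fold columns deposited per peak are ratios, of tags in the peak to scaled Col-0 tags and of tag density in the peak to that of the surrounding 10000 bp. Scores, signals and folds were used only to describe, rank or filter peaks within a list. The authors joined peaks of both replicates with HOMER and assigned a gene to a peak that overlapped its body or the 2000 bp upstream of its start, and their lists of merged peaks and of bound genes were used as deposited. Rebuilding the bound genes from the merged peaks returned all 43, 2129, 3002 and 3831 genes. No replicate pair held identical values.

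The depth of the libraries, read from the headers, was 14336316 and 10432624 tags in 21WL, 16973547 and 10108636 in 30WL, 32450488 and 14774716 in 21FR and 9769168 and 7582498 in 30FR. Shares of peaks carry a Wilson 95% interval, which covers counting error only. With 2 replicates per condition, no exact test between conditions over libraries can go below a two-sided p of 0.333, so tests were made over genes or peaks and against the replicate lists.

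Gene names and positions came from the reference annotation of TAIR10, whose chromosome lengths held every peak. Of 14367 genes whose bodies the files give, 99.9% overlapped the reference locus of the same name by at least 90% of the shorter, and 16.1% had both ends within 1 bp, so the gene ends differ from those the authors used, for a reason that was not examined, and windows were taken from the files. Of 24469 gene identifiers, 24142 were found in the table of names. Tests over all genes used 37899 annotated nuclear genes, and tests of lists 27444 protein-coding genes. Of 4831 genes bound in any merged list, 4732 were in the annotation.

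Peaks overlapped when they shared at least 1 bp. The number shared by replicates was set against 1000 random placements of a list on the same chromosomes. Bound genes shared between conditions were tested by Fisher's exact test (one-sided, Benjamini-Hochberg over 6 pairs), differences between overlaps of the top 200 genes by the exact McNemar test (adjusted over 3), and libraries by an exact permutation test over the 24 ways of matching replicates 1 to replicates 2. G-boxes and PBEs were counted in the central 200 bp of peaks and in windows 1000 bp away. Flank shares average both sides, and the McNemar test used 1 randomly chosen side of each peak. P-values were computed down to 1e-300, and the replicate-block p is the larger of the 2 replicate numbers. The 22 gene lists were tested by two-sided Fisher's exact tests, adjusted over all 88 tests of bound genes and over 66 tests between conditions. Of their members 753 were matched to a gene and 15 symbols were not, 4 of them *APD* genes. The rules that resolve symbols, such as requiring an auxin product for *ARF* genes and the product name for ribosomal proteins, were settled after the data were opened, from annotated names alone. The list of ribosomal proteins, planned as cytosolic, was matched on the product name and also holds plastid and mitochondrial members and *LOS1*. The steps were tested on simulated data: at adjusted p under 0.05, 81 of 100 enriched lists of 20 genes and 4 of 100 unchanged ones were called for the test of lists among bound genes, 397.5 of 400 planted overlaps were recovered for the replicate overlap, and 14 of 480 null data sets had the true matching as the highest of 24. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.

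Genes were named by a rule fixed before the data were examined, as were the tests, lists and alternatives unless the text says otherwise. The rule takes genes the study singles out, genes at the 10 merged peaks of highest score in each condition, up to 4 members of each list with the highest score in 30FR, genes at the 5 strongest peaks of each condition of a pair that are absent from both replicates of the other, and the 5 genes with the most merged peaks in 30FR. Other list members, *ST2A*, *PHOT2*, *UVR8*, *TOC1*, *RVE4*, *IAA31*, *LAX1*, *LAX2*, *ABCB4* and *ABCB19*, were named after their values were seen, as members of small counts. Alternatives varied the peak thresholds, the overlap rule, the genes a peak assigns, the length of top lists, the background and the replicates used. The Col-0 libraries were not analysed here on their own, and neither expression nor reads were used here.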

Results

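PIF7, a basic helix-loop-helix transcription factor of the PHYTOCHROME INTERACTING FACTOR family, was mapped on chromatin of Arabidopsis thaliana seedlings by ChIP-seq. The seedlings lacked PIF4, PIF5 and PIF7 (*pif457*) and carried MYC-tagged PIF7 under its own promoter, and chromatin was pulled down with an antibody against the tag. Seedlings raised in white light of 70 µE at 21 °C spent a further 2 h in the same light at 21 °C (21WL) or at 30 °C (30WL), or in light with a red to far-red ratio of 0.6, as found near neighbouring plants, at 21 °C (21FR) or at 30 °C (30FR). Each of the 4 conditions had 2 biological replicates, and 2 libraries from untagged Col-0 served as the background for peak calling. The 8 PIF7-MYC libraries held 7582498 to 32450488 tags. The comparisons ask whether shade and warmth, alone or combined, bring PIF7 to the same sites.

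PIF7 peaks were most numerous in 30FR, with 8264 peaks in replicate 1 and 16717 in replicate 2, or 12490.5 ± 5977.2 peaks (SD, n = 2). 30WL had 3132 and 13442 peaks (8287 ± 7290.3), 21FR had 4606 and 3607 (4106.5 ± 706.4) and 21WL had 3478 and 965 (2221.5 ± 1777). The share of tags inside peaks ran from 1.45% and 0.75% in 21WL through 2.67% and 9.62% in 30WL and 4.10% and 7.48% in 21FR to 9.10% and 14.2% in 30FR, so 21WL was lowest and 30FR highest within each replicate number. The mean of 30WL lay closer to that of each other condition than its own SD, and no test was run, since an exact permutation test of 2 against 2 libraries cannot give a two-sided p below 0.333. The peak-calling thresholds also differed between replicate numbers. When 4-fold over both Col-0 and the local background was asked of every library, the lists of replicates 1 shrank in all conditions. They kept 10 of 3478 peaks in 21WL, 667 of 3132 in 30WL, 1267 of 4606 in 21FR and 2571 of 8264 in 30FR. Replicates 2, already called at 4-fold, lost none.

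**Figure D1:**
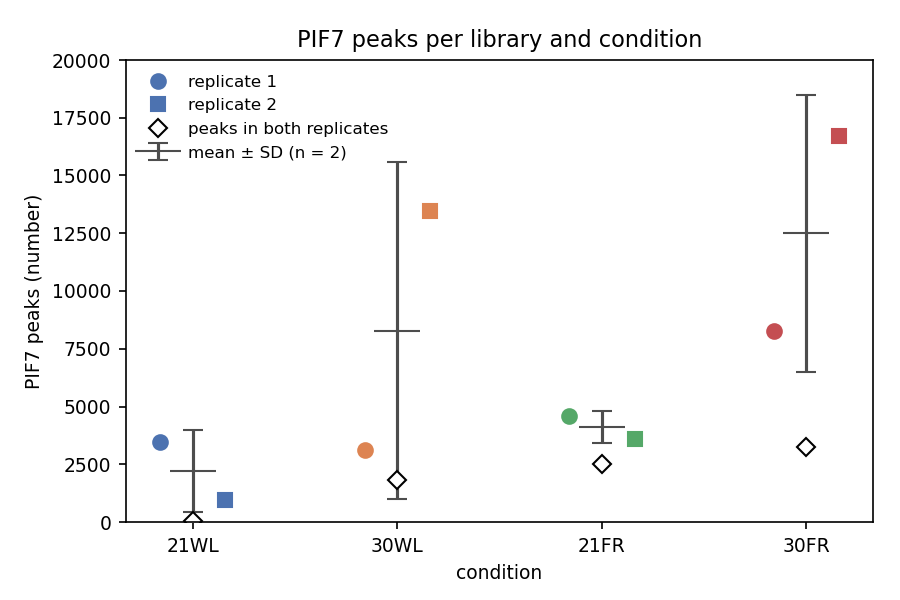
Number of PIF7 peaks (y axis) in each library by condition (x axis), with circles for replicate 1 and squares for replicate 2, the mean ± SD of the 2 replicates as a horizontal line with a bar, and diamonds for peaks found in both replicates. The 30FR libraries, with 8264 and 16717 peaks, had the most within each replicate number, and the 21WL replicates had 44 peaks in common.

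Few PIF7 sites were held in common by the 2 replicates of 21WL, and many by those of the other conditions. Both replicates had a peak at 44 sites in 21WL, 1830 in 30WL, 2494 in 21FR and 3254 in 30FR, and these merged peaks lay in the body or within 2000 bp upstream of 43, 2129, 3002 and 3831 genes, called bound genes hereafter. The shared sites made up 4.56% of the shorter 21WL list, with a Wilson 95% interval of 3.41% to 6.07%, against 58.4% in 30WL, 69.1% in 21FR and 39.4% in 30FR. Lists placed at random on the chromosomes shared 16.4, 193, 91.8 and 640 peaks on average, and none of 1000 placements reached the observed number in any condition (permutation test by placement, one-sided p = 0.001, the smallest it can give). The placements were uniform along whole chromosomes, so peaks of any origin that favour the same regions, background included, could also exceed them. Wilson intervals cover counting error only.

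Several sites of high score recurred in all 4 conditions. A merged peak's score is the authors' own value, the mean of the normalized tag counts of the 2 replicates, and it is used here only to rank peaks within a list. The promoter peak of *PHYB* (AT2G18790), which encodes the red and far-red photoreceptor that restrains PIF7, stood first among bound genes in every condition, and its neighbour *AT2G18780* shared that peak. In 30FR this peak covered 8139434 to 8139782 on chromosome 2 (TAIR10), 148 bp upstream of the gene, with 1512.9 and 1020.8 tags per 10000000 in the 2 replicates and 2 G-boxes (CACGTG) in its centre. In 21WL it had 97.7 and 221.4 tags. *PIL1* (AT2G46970), a shade marker, ranked 4 in 30WL, 9 in 21FR and 6 in 30FR among bound genes and was not bound in 21WL. The cytokinin oxidase gene *CKX5* (AT1G75450) ranked 14, 22, 5 and 5 in 21WL, 30WL, 21FR and 30FR, *BEH4* (AT1G78700) of the BZR1 family ranked 7, 6, 6 and 9, and *PIF6* (AT3G62090) ranked 18, 38, 18 and 8. A peak on chromosome 5 from 23359378 to 23359726, ranked 3 in 21WL, 1 in 30WL, 5 in 21FR and 2 in 30FR, lay 848 bp beyond the 3' end of *AT5G57670* and was assigned to no gene.

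*ATHB2* (AT4G16780), a homeobox gene rapidly induced by shade, was a bound gene in none of the conditions since its strong upstream peaks lay beyond the 2000 bp window. A peak within the window was found in 30WL replicate 1 alone (113.7 tags). The gene occupies 9449114 to 9450905 on the forward strand of chromosome 4, and merged peaks stood 3048 to 8324 bp upstream of it. The strongest of them in 21FR (9444101 to 9444446) and 30FR (9444084 to 9444432) ranked 1 among all merged peaks of both lists and 13 in 30WL, with no merged peak there in 21WL. Another, 5642 to 5702 bp upstream, ranked 4 in 21WL, 4 in 30WL, 11 in 21FR and 11 in 30FR.

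**Figure D2:**
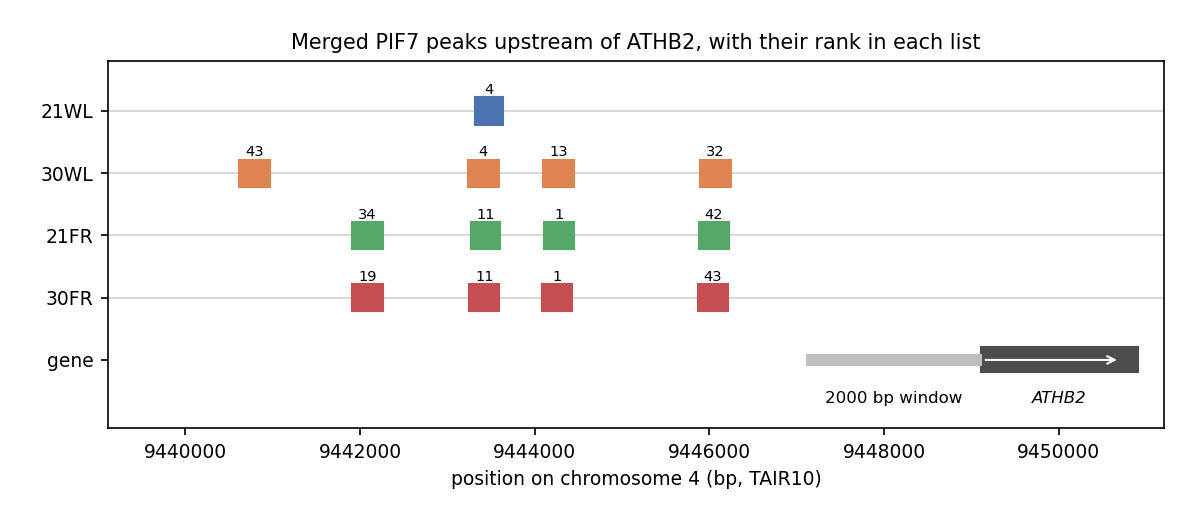
Merged PIF7 peaks upstream of *ATHB2* along chromosome 4 (x axis, position in bp, TAIR10), drawn to scale as boxes in a row for each condition with the rank of the peak in its list above each box, over the gene and its 2000 bp upstream window. 30WL, 21FR and 30FR hold 4 peaks each and 21WL holds 1, and the peak 4841 and 4856 bp upstream ranks 1 in 21FR and 30FR.

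Part of the 43 bound genes of 21WL were also targets in the other conditions. Of them, 22 were bound in 30WL, 22 in 21FR and 20 in 30FR, and 18 in all 3. These 18 included *PHYB*, *CKX5*, *PIF6*, *BEH4* and the bHLH gene *PAR1* (AT2G42870), which ranked 15, 9, 15 and 17 in 21WL, 30WL, 21FR and 30FR. *AT3G15600* and *AT3G15590*, which share a peak, ranked 9 and 10 in 21WL but 1788 and 1789 in 30WL, and were bound in neither far-red condition. Both replicates of 30FR held peaks at these genes (59.4 and 56.7 tags) that were not merged. Lists drawn at random from the annotated genes would share 2.36, 3.33 and 4.26 genes, and the overlaps exceeded this by Fisher's exact test (one-sided adjusted p = 8.24e-17, 8.42e-14 and 7.87e-10).

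Bound genes of 30WL, 21FR and 30FR were shared far beyond chance. Among genes in the annotation, 30WL and 21FR had 1692 bound genes in common, 30WL and 30FR 1656, and 21FR and 30FR 2187, against 161, 206 and 290 for independent lists (Fisher's exact test, one-sided p at most 1e-300 for each, adjusted at most 2e-300). Counting every listed gene, in the annotation or not, all 3 conditions bound 1524 genes, among them *PHYB*, *PIL1*, *ATHB4*, *YUC8* and *PIF7* itself, and 220, 553 and 1415 genes were bound in 30WL, 21FR or 30FR alone of the 3. Most genes bound in 21FR and not in 30FR nevertheless had a peak in at least 1 of the 30FR replicates. Of 762 such genes, 24 overlapped a merged 30FR peak, 641 had a peak in a replicate list alone and 97 had none, whereas of 1591 genes bound in 30FR and not in 21FR these numbers were 21, 788 and 782. Libraries called against the same Col-0 control shared 80.4% of the bound genes of the smaller list between 21FR and 30FR, and libraries called against different controls 77.4%. For 30WL with 21FR these shares were 73.2% and 64.9%, and for 30WL with 30FR 69.6% and 66.9%.

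*IAA29* (AT4G32280), an auxin-responsive Aux/IAA gene, was bound in 30WL (rank 101) and 21FR (rank 43) but missed the list of 30FR by the edge of the promoter window. Its 2000 bp window begins at 15581388 on chromosome 4. The 21FR peak spans 15581051 to 15581398, whereas the 30FR peak, from 15581024 to 15581372 and ranked 50 among the merged peaks of 30FR, ends 15 bp short of the window. The same held for *TBL42* (AT1G78710), bound in 21FR with rank 7, whose peaks in 30FR and 30WL ended 99 and 57 bp short.

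The 200 bound genes with the highest scores overlapped closely among the 3 conditions. They shared 158 genes between 21FR and 30FR, 147 between 30WL and 21FR and 138 between 30WL and 30FR, against 1.01 expected for lists of this length. All 200 of 30FR were bound in 21FR and 198 of the 200 of 21FR were bound in 30FR, the exceptions being *IAA29* and *TBL42*. The top genes of 30FR shared more with 21FR than with 30WL, since 31 of them were also in the top list of 21FR alone and 11 in that of 30WL alone (exact McNemar test over genes, adjusted p = 0.00866). For the top genes of 21FR these numbers were 31 shared with 30FR alone and 20 with 30WL alone, and for those of 30WL 20 with 21FR alone and 11 with 30FR alone (exact adjusted p = 0.161 for both). With the top 1000 genes both of these passed the threshold as well (exact adjusted p = 0.00545 and 0.0370), and the one for 30WL also did with the top 500 genes and with replicate 2 alone (adjusted p = 0.0442 and 0.0141).

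Matched by condition, replicates 1 and 2 shared 108.2 of their top 200 genes on average, more than in any other of the 24 ways of matching them, the highest of which gave 105.2 (exact permutation test, one-sided p = 0.0417, the smallest possible). Without the 21WL libraries the matched pairs shared 141 genes, against 137 for the next of 6 matchings, which cannot give an exact one-sided p below 0.167. The average did not hold for every condition. The 21WL libraries shared 10 top genes with each other and 16 to 28 with libraries of other conditions. 30FR replicate 1 shared 130 with 30FR replicate 2, but 164 and 150 with the 21FR replicates and 143 with 30WL replicate 1. The 21FR replicates shared 159 and the 30WL replicates 134. Among 30WL, 21FR and 30FR, libraries of different conditions shared 134.5 genes on average with the same replicate number and 131.2 with different numbers.

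The G-box, a preferred element of PIF proteins, lay under a large part of the peaks. The central 200 bp held it in 45.5% of the merged peaks of 21WL, 56.6% in 30WL, 55.4% in 21FR and 42.3% in 30FR, compared with 4.55%, 3.53%, 3.29% and 3.165% of windows 1000 bp to either side (exact McNemar test, adjusted p = 1.74e-05 for 21WL, 8.86e-257 for 30WL and at most 4e-300 for both far-red conditions). The PIF-binding E-box (PBE, CACATG or CATGTG) was found in 36.3%, 33.5% and 30.0% of the peaks of 30WL, 21FR and 30FR and in 10.1%, 9.70% and 9.59% of their flanks (adjusted p at most 3.70e-76). In 21WL, 10 of 44 peaks held it, or 22.7% against 12.5% in the flanks (exact adjusted p = 0.146), although this passed the threshold with replicate 1 alone and against windows upstream of unbound genes (p = 0.00708 and 0.00420). In 30FR the G-box share was 64.7% among the 813 peaks of highest score and 25.7% among the 814 of lowest score. Single libraries differed widely. In the whole lists of replicates 1 and 2 the share was 4.72% and 6.01% in 21WL, 42.3% and 12.7% in 30WL, 42.5% and 44.3% in 21FR and 28.4% and 10.5% in 30FR. Outside 21WL the share was lowest in the longest lists, the 16717 peaks of 30FR replicate 2 and the 13442 of 30WL replicate 2. Peak numbers therefore do not stand for numbers of G-box sites.

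**Figure D3:**
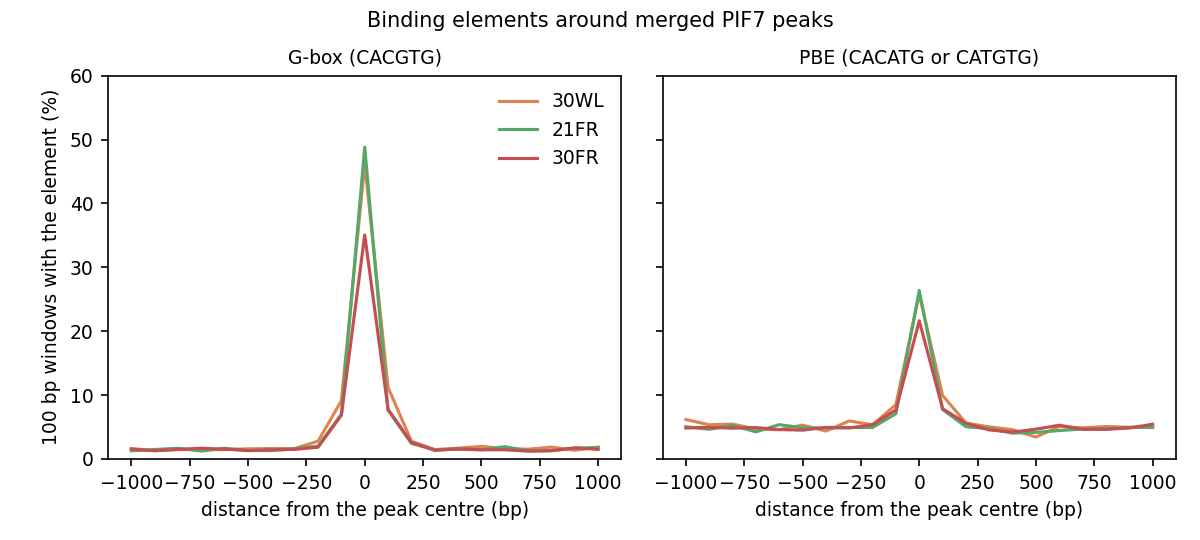
Percentage of 100 bp windows holding a G-box (left) or a PBE (right) (y axis) by distance of the window from the centre of merged PIF7 peaks in bp (x axis), with a line for each of 30WL, 21FR and 30FR. At the centre 46.2%, 48.8% and 35.1% of windows held a G-box, falling to 1.64%, 1.28% and 1.54% at 1000 bp upstream along the chromosome.

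Merged peaks lay mostly in front of genes. In 30WL, 21FR and 30FR, 74.6%, 74.7% and 75.5% of them fell within 2000 bp upstream of a gene, 8.20%, 10.1% and 9.99% in gene bodies alone and 17.2%, 15.2% and 14.5% at no gene. In whole libraries the upstream share was 52.9% and 56.7% in 21WL, 56.8% in 30WL replicate 2 and 58.2% in 30FR replicate 2. It was 69.2% to 73.75% in the remaining libraries. The share for random positions was not computed. The order of peaks by tag count was shared as well. Across peaks present in both libraries, Spearman's rho between 21FR and 30FR was 0.846 over 3662 peaks in replicate 1 and 0.704 over 2212 in replicate 2. Between replicates, which cross the 2 library preparations, it was 0.884 in 21FR, 0.796 in 30WL and 0.700 in 30FR. Between conditions across replicate numbers it averaged 0.76 for 21FR with 30FR, 0.783 for 30WL with 21FR and 0.713 for 30WL with 30FR. Peaks are not independent replicates, so these values carry no test.

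Genes that mark the shade response had the highest share of bound members in 30WL, 21FR and 30FR among 22 lists fixed before the data were examined. Of 12 shade markers, 2 were bound in 21WL (*CKX5* and *PAR1*), 9 in 30WL, 9 in 21FR and 10 in 30FR, where chance would give 0.0179, 0.848, 1.21 and 1.55 (Fisher's exact test, two-sided, adjusted p = 0.00114, 3.43e-07, 3.09e-06 and 1.92e-06). The 21WL call was lost with replicate 1 alone (exact adjusted p = 0.116) and the 30FR call with replicate 2 alone (0.0796). The homeobox gene *ATHB4* (AT2G44910) ranked 13, 12 and 12 in 30WL, 21FR and 30FR, and *ST2A* had a merged peak in 30FR alone, although single libraries of the other conditions also held peaks at it. Of 6 PIF genes, *PIF3*, *PIF6* and *PIF7* were bound in each of 30WL, 21FR and 30FR (exact adjusted p = 0.0220, 0.0491 and 0.0811) and *PIF6* in 21WL (0.0314). The PIF calls of 21WL, 30WL and 21FR were lost with replicate 2 alone (exact adjusted p = 0.350, 0.210 and 0.119), and in 30FR the list passed the threshold with 1 gene per peak, replicate 1 alone, the top 200 or the top 1000 genes. *PIF4* and *PIF5* had no merged peak in any condition. Both replicates held separate peaks at *PIF4* in 30FR (75.7 and 96.3 tags) and at *PIF5* in 30WL (54.8 and 94.0 tags). Peaks at *PIF7* stood 2.35- to 7.24-fold over the local background, which was low for their rank. Among the 50 peaks nearest in rank their median percentile was 1, and it was 3 for the peak cluster upstream of *ATHB2*. The PIF calls of 30WL and 21FR count *PIF7*, where extra copies from the transgene are not excluded, and were not recomputed without it. Photoreceptor genes were bound for 4, 4 and 6 of 13 members, with *PHYA*, *PHYB*, *PHYD* and *PHOT1* in all 3 conditions and *PHOT2* and *UVR8* in 30FR (exact adjusted p = 0.0359, 0.0811 and 0.0141), and *PHYB* alone in 21WL (0.0565). Light-signalling genes such as *BBX28*, *BBX29* and *SPA4* were bound for 4, 7 and 8 of 18 members (exact adjusted p = 0.0811, 0.00598 and 0.00522). Of 16 circadian clock genes, 2, 4 and 7 were bound, *GI*, *LUX*, *TOC1* and *RVE4* by merged peaks of 30FR alone (exact adjusted p = 0.460, 0.126 and 0.00985). *GI* also had a peak in replicate 2 of 30WL and of 21FR, *LUX* in 30WL replicate 1 and *RVE4* in 21FR replicate 1. The clock call of 30FR was lost with 1 gene per peak (4 members, exact adjusted p = 0.0980) and with the top 1000 genes (2 members, 0.188). With the top 1000 genes light signalling also lost its call in 21FR (exact adjusted p = 0.0510). Photoreceptors lost theirs in 30WL with 1 gene per peak (exact adjusted p = 0.0543) or either replicate alone (0.117 and 0.136). With replicate 2 alone photoreceptors and light signalling also lost their calls in 30FR (exact adjusted p = 0.0674 and 0.156). Photoreceptors passed the threshold in 21WL with upstream peaks alone or 1 gene per peak and in 21FR with either replicate alone or the top 1000 genes. Light signalling passed it in 30WL with 1 gene per peak, replicate 1 alone or the top 200 genes, and the clock list in 21FR with replicate 1 alone. With the top 200 genes the PIF and light-signalling calls of 21FR were lost, as were the photoreceptor calls of 30WL and 30FR and the clock call of 30FR.

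Aux/IAA and *SAUR* genes were enriched among bound genes in each of 30WL, 21FR and 30FR. Of 29 Aux/IAA genes, which encode auxin-responsive repressors, 8 were bound in 30WL and 12 in each of 21FR and 30FR, 5 of them in all 3 (exact adjusted p = 0.00377, 0.000135 and 0.00114), and *IAA31* was bound in 21WL (0.0934). *IAA2* (AT3G23030) ranked 149, 96 and 113, and *IAA19* (AT3G15540) 1449, 1037 and 765. Of 78 *SAUR* genes, early auxin-responsive genes of which several promote cell expansion, 23, 20 and 22 were bound, 15 of them in all 3 conditions, against 5.51, 7.86 and 10.1 expected (exact adjusted p = 2.04e-07, 0.000665 and 0.00189). *SAUR22* was bound in all 3. *SAUR19* had a merged peak in 30WL alone (95.4 and 153.3 tags in the replicates), but both replicates of 21FR (86.0 and 266 tags) and of 30FR (203.7 and 175.4 tags) held peaks at it that were not merged. The 22 *SAUR* genes of 30FR lay at 15 distinct peaks, and with 1 gene per peak their number fell to 13 (exact adjusted p = 0.0633). Of 14 auxin biosynthesis genes, *YUC5*, *YUC8* and *YUC9* were bound in all 3 conditions and *YUC2* in 21FR and 30FR (exact adjusted p = 0.126, 0.0947 and 0.163), *YUC8* (AT4G28720) at ranks 80, 112 and 65. This list passed the threshold in all 3 conditions with the top 200 or the top 1000 genes, and in 21FR with 1 gene per peak. *GH3.1*, *GH3.2* and *GH3.3*, which encode auxin-conjugating enzymes, were bound in all 3 conditions, 3 of 9 members (exact adjusted p = 0.0608, 0.106 and 0.165), and *GH3.6* and *GH3.17* in none, each with a peak in 1 replicate of 30FR. The *GH3* list passed the threshold in 30WL with upstream peaks alone and in 30FR with the top 200 genes. Auxin transport genes were bound for 4, 8 and 5 of 18 members (exact adjusted p = 0.0811, 0.00134 and 0.126), auxin receptor genes for 1, 3 and 1 of 6 (0.513, 0.0491 and 0.788) and *ARF* genes for 2, 3 and 3 of 22 (0.888, 0.683 and 0.995). The transport call of 21FR was lost with upstream peaks alone (3 members, exact adjusted p = 0.305) and with the top 1000 genes (3 members, 0.0510), and the list passed the threshold in 30WL with 1 gene per peak or replicate 1 alone and in 30FR with 1 gene per peak. The receptor call of 21FR was lost with replicate 1 alone (exact adjusted p = 0.137) and the *SAUR* call of 21FR with the top 1000 genes (0.0925). With replicate 2 alone the calls of 30WL and 30FR were lost for Aux/IAA genes (exact adjusted p = 0.253 and 0.218) and *SAUR* genes (0.478 and 0.545). With the top 200 genes Aux/IAA genes kept their call in 30WL only (exact adjusted p = 0.0724 in 21FR and 0.426 in 30FR) and *SAUR* genes kept none.

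Brassinosteroid genes and proton pump and PP2C.D genes were enriched in each of 30WL, 21FR and 30FR. Brassinosteroid genes were bound for 9, 9 and 13 of 20 members in 30WL, 21FR and 30FR (exact adjusted p = 5.19e-05, 0.000665 and 1.92e-06). They included *BIM2* (AT1G69010), at ranks 76, 25 and 18, and *DWF4* (AT3G50660), which encodes a rate-limiting enzyme of brassinosteroid synthesis, at ranks 199, 110 and 123. Proton pump and PP2C.D phosphatase genes, which together set the acidity of the wall, were bound for 6, 7 and 7 of 16 members (exact adjusted p = 0.00312, 0.00312 and 0.00985), with *AHA4*, *AHA11*, *AHA2* and *APD9* in all 3. Gibberellin genes were bound for 6, 8 and 7 of 24 members (0.0210, 0.00816 and 0.0772), including the receptor gene *GID1A* and the DELLA genes *RGA* and *RGL3* in all 3, and expansin and *XTH* genes for 6, 12 and 12 of 56 (0.430, 0.0375 and 0.126). *PRE*, *IBH1* and *HEC* genes, kept as 1 list, were bound for 2, 3 and 3 of 8 members (0.171, 0.0877 and 0.126) and ethylene genes for 3, 4 and 6 of 23 (0.339, 0.430 and 0.174). Heat shock factor and protein genes were bound for 2, 7 and 8 of 31 members (1, 0.0811 and 0.106). *HSFA2* was bound by a merged peak of 21FR alone, with peaks also in 30WL replicate 2 and 30FR replicate 1. *HSP90.2* was bound in 30FR alone and *HSP90.1* in none, with a peak in 30FR replicate 2 alone. The proton pump call was lost in 30WL with 1 gene per peak (3 members, exact adjusted p = 0.0805) and in 30FR with upstream peaks alone (5 members, 0.0602) or either replicate alone (0.169 and 0.136). In 21FR the brassinosteroid and wall calls were lost with upstream peaks alone (exact adjusted p = 0.0602 and 0.0608), the wall call with replicate 2 alone (0.107) and the gibberellin call with replicate 1 alone (0.0635). With replicate 2 alone brassinosteroid genes lost their calls in 30WL and 30FR (exact adjusted p = 0.119 and 0.0906), and proton pump and gibberellin genes theirs in 30WL (0.239 and 0.374). With the top 200 genes the proton pump call of 30FR and both gibberellin calls were lost, as was the wall call. Other settings gained calls in 30FR. Gibberellin and heat shock genes passed the threshold there with upstream peaks alone, 1 gene per peak or replicate 1 alone, gibberellin genes also with the top 1000 genes, and wall genes with 1 gene per peak or replicate 1 alone. The list of *PRE*, *IBH1* and *HEC* genes passed it in 21FR with 1 gene per peak or replicate 1 alone.

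The 3 lists kept for comparison did not pass the threshold among all bound genes, but each did under another setting. Photosynthesis genes were bound for 2, 5 and 6 of 39 members (exact adjusted p = 1, 0.810 and 0.854), ribosomal protein genes for 19, 17 and 27 of 274 against 19.4, 27.6 and 35.4 expected (1, 0.0811 and 0.231) and seed storage genes for 4, 5 and 6 of 21 (0.108, 0.106 and 0.0947). For seed storage genes 1.48, 2.12 and 2.71 members were expected. Their share bound in 30FR, 28.6%, was close to the 28.2% of the 78 *SAUR* genes, which passed the threshold there. Missing the threshold therefore does not set the 21 seed storage genes apart from the *SAUR* list in 30FR. Photosynthesis genes were enriched in 21FR with replicate 1 alone and seed storage genes in 21FR and 30FR with the top 1000 genes, so an enriched list at those settings is weaker evidence. Ribosomal protein genes were depleted in 21FR and 30FR with 1 gene per peak and with replicate 1 alone. In all, 2, 8, 11 and 8 lists were enriched in 21WL, 30WL, 21FR and 30FR. With replicate 2 alone, which brings the 13442 and 16717 peaks of its longest lists, 1 list was enriched in each of 21WL, 30WL and 30FR (shade markers, shade markers and the clock genes) and 10 were in 21FR; with replicate 1 alone the numbers were 1, 9, 13 and 11. With the top 200 genes, 7, 4 and 6 lists were enriched in 30WL, 21FR and 30FR.

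**Figure D4:**
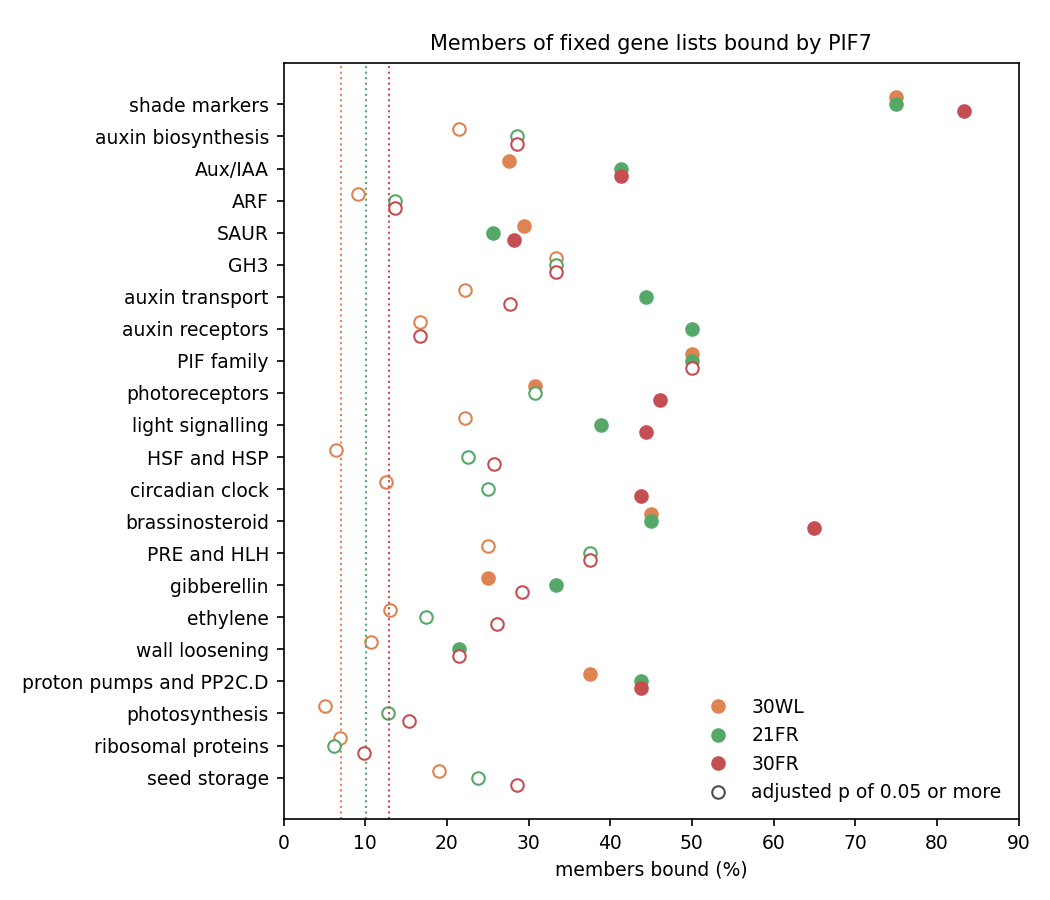
Percentage of the members of each of 22 gene lists bound by PIF7 (x axis), by list (y axis), in 30WL, 21FR and 30FR, with filled circles where the adjusted p of Fisher's exact test is under 0.05 and open circles elsewhere; dotted lines mark the share of all protein-coding genes bound, 7.07%, 10.1% and 12.9%. Shade markers stand highest, with 75%, 75% and 83.3% of members bound.

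Tested directly, none of the 22 lists passed the threshold for a difference between conditions. When the members bound in 1 condition only were set against all other genes bound in that condition only, 0 lists passed the adjusted threshold for 30FR against 21FR, 30WL against 21FR or 30WL against 30FR by Fisher's exact test, and 1, 2 and 1 did at an unadjusted p under 0.05. *SAUR* genes came closest: 8 were bound in 30WL and not in 30FR and 7 the reverse, a higher share on the 30WL side than among other genes (374 and 1982, odds ratio 6.06, exact adjusted p = 0.0631), and 8 and 5 for 30WL against 21FR (338 and 1168, odds ratio 5.53, adjusted p = 0.0960). Auxin transport genes were bound in 21FR and not in 30FR for 4 members (*LAX1*, *LAX2*, *ABCB4* and *ABCB19*) and the reverse for 1 (*PIN4*, exact adjusted p = 0.652). The *GH3* and PIF lists had 0 members bound in 1 condition only in each pair, so their tests could not have passed. With such small counts the absence of calls does not show that binding was equal.

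Sites found in 30FR and absent from both replicates of 21FR were weak ones. Of 3254 merged peaks of 30FR, 701 overlapped no 21FR peak, or 21.5% with a Wilson 95% interval of 20.2% to 22.99%, and 79 of 2494 peaks of 21FR overlapped no 30FR peak, or 3.168% (2.55% to 3.93%). Of the 701, 4 were among the 813 peaks of highest score in 30FR and 461 among the 814 of lowest score. The strongest, ranked 230, lay from 24034063 to 24034411 on chromosome 1 in the promoters of *BDG1* (AT1G64670) and *AT1G64680*, and the next with a named gene were at *DTX35*, *RLP4* and *IDD14* (ranks 712, 804 and 848). Both *BDG1* and *AT1G64680* were also bound upstream in 30WL, at ranks 852 and 853 among bound genes. *BDG1* was bound in 21FR as well, by a peak in its body (rank 856). The strongest of the 79, ranked 869 in 21FR, lay at *AT3G05220* and *AT3G05230*. The asymmetry was not kept when the 30FR and 21FR lists of each replicate number were brought to one length, a comparison chosen after the data were seen: 7.65% of 30FR peaks (144 of 1882) were then absent from 21FR and 9.30% of 21FR peaks (232 of 2494) from 30FR. This shortened the 30FR lists only, by their weakest peaks. With the replicate number as a block, the shares of all peaks of a library that overlapped none of the same-numbered library of the other condition averaged 71.2% for 30FR and 29.6% for 21FR, and against the merged list of the other condition the shares of merged peaks were 42.9% and 25.5%.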

Values the study reported

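The study compared the 200 top PIF7-bound genes of 21FR, 30WL and 30FR. It reported that every gene of the 30FR list was bound in 21FR as well, and that all but 2 genes of the 21FR list were bound in 30FR.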

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

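The tests of the peaks at *PIF7* were chosen after the result was seen, and the reading of their values was made more cautious after they were known. In 3 of the 8 libraries the strongest peak stood above the Col-0 background and had no partner in the other replicate of its condition, so it is in no merged list. In 30WL replicate 1 and 30FR replicate 1 it was the same site on chromosome 1 (15082153 to 15082503 and 15082152 to 15082500), at *AT1G40103* and *AT1G40104*, with 2.07-fold over Col-0 in both and 841 and 847 scaled Col-0 tags, and 2.07 is under the 4-fold that replicates 2 had to reach. In 21WL replicate 1 it lay upstream of *PIF7* on chromosome 5 (24641755 to 24642017), with 147.2 tags and 5.69-fold over Col-0.

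Of the 4 strongest peaks of 21WL replicate 1, 3 were at *PIF7*, with 3.02-, 2.51- and 2.35-fold over the local background, all under the 4-fold required of replicates 2. Extra copies of *PIF7* DNA, which the tagged line carries as a transgene, could raise the whole locus and so give peaks that stand little above their surroundings. Over 14 peaks at *PIF7* in 7 libraries the median percentile of the fold over the local background was 1 among the 50 peaks nearest in rank, but it was 38 for the 3 peaks of 21WL replicate 1, and at the 26 peaks of the cluster upstream of *ATHB2*, where neighbouring binding peaks raise the local background, it was 3. Extra copies and neighbouring peaks therefore cannot be told apart, since both lower this value. The leading peak overlapped peaks in 4 libraries of other conditions and the other 2 overlapped none, and binding of PIF7 to its own promoter in 21WL stays open as untested.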

How the results depend on the processing

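Of 400 values recomputed under other settings, 307 kept their direction and side of the threshold or their size, 42 lost the threshold, 6 passed it, 10 changed direction and 35 moved. For gene lists among bound genes these values cover the lists that passed the threshold among all bound genes and their number, so calls that other lists gained, such as auxin biosynthesis with the top 200 genes or seed storage with the top 1000 in 21FR and 30FR, are not among the 6. All settings were planned before the data were examined except the lists of one length. The overlap of replicates, the sharing of bound genes, the preference of 30FR top genes for 21FR over 30WL, the score order, the position of peaks and the count of 0 lists past the threshold between conditions held in every setting run. For position the only other setting was the top 1000 merged peaks of each condition, which left the 44 peaks of 21WL unchanged. Unless a value or the setting itself shows it, the cause was not tested. Asking 4-fold enrichment of every library brought the mean number of peaks to 487.5 in 21WL, 2437 in 21FR, 7054.5 in 30WL and 9644 in 30FR. Replicates 2 were unchanged by this, and replicates 1 of 30WL and 30FR fell to 667 and 2571 peaks. Taking 1 replicate at a time gave 965 and 3478 peaks in 21WL, 3132 and 13442 in 30WL, 3607 and 4606 in 21FR, and 8264 and 16717 in 30FR. Bound genes then numbered 1100 and 3873, 3531 and 12920, 4294 and 5324, and 8928 and 15396. These are more than from merged peaks because a peak then needs no partner to count. Scores at or above the 25th percentile of 30FR left 6 bound genes in 21WL and 1367 in 30WL. Top genes of 21FR favoured 30FR over 30WL by 42 genes with the top 1000, and those of 30WL favoured 21FR over 30FR by 21 with the top 500, 25 with the top 1000 and 19 without replicate 1, against 8 without replicate 2. Matched libraries shared 141 top genes without 21WL, where 6 matchings cannot give a p under 0.167. Peaks of 30FR absent from 21FR, and the reverse, came to 42.93% and 25.54% against merged lists, 27.11% to 37.49% and 4.932% to 23.54% against 1 replicate, 22.96% and 5.293% with 50% reciprocal overlap, 26.21% and 6.736% with centres within 100 bp, 71.23% and 29.58% with the replicate block, and 7.651% and 9.302% with lists of one length. Pairing by the replicate number was run for shared bound genes, the top 200 genes, absent peaks and lists between conditions, and changed no other call among these. The PBE share of 21WL exceeded its background by 0.0518 points without replicate 1, 1.768 points without replicate 2 and 13.95 points against windows upstream of unbound genes. Enriched lists numbered 1 without either replicate in 21WL, 1 in 30WL and 1 in 30FR without replicate 1 (9 and 11 without replicate 2), and 4 in 21FR with the top 200 genes. With the top 200 genes, 0 members were bound of *SAUR* in 30WL, 21FR and 30FR, of auxin transport, auxin receptors, gibberellin and wall loosening in 21FR, and of the clock and proton pump lists in 30FR, and 0 auxin receptors with the top 1000 in 21FR, since such short lists hold few genes. Depth was read from the headers only, and with 2 replicates a call that rests on merged peaks cannot be separated from the requirement that both replicates hold them.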

Other observations

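All tests in this part were chosen after the result was seen. Some sites of both far-red conditions had no peak in either replicate of 30WL, whose merged list is the shortest of the 3. In front of *CIB1* (AT4G34530) and *AT4G34540* on chromosome 4, a peak from 16497551 to 16497932 ranked 187 in 21FR and one from 16497533 to 16497881 ranked 88 in 30FR, while the 30WL peak of these genes began at 16497933 and ranked 886. A peak 1035 bp beyond the 3' end of *FPF1*, a gene that promotes flowering, ranked 206 in 21FR and 198 in 30FR, and a peak 1243 bp upstream of *PIF7* ranked 271 and, at 1227 bp, 151. The site at *PIF7* was not limited to far-red light, since it overlapped the strongest peak of 21WL replicate 1 (24641755 to 24642017). Nearby, 30WL replicate 1 held a peak from 24641359 to 24641709, and extra copies from the transgene are not excluded at this locus. In 30FR a peak in the body of *AT1G20790* with 5 PBEs ranked 124, and in 21FR a peak at the expansin genes *EXPA24* and *EXPA25* ranked 444.

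Several genes held more than 1 merged peak. *PIP2E*, an aquaporin gene, had 3 merged peaks in 30FR, 2 in 21FR and 1 in 30WL, *SKU5*, which acts in directional growth, had 3, 2 and 1, and the autophagy gene *APG12B* had 3, 1 and 2 and ranked 30 among bound genes of 30FR. A G-box or a PBE lay in the central 200 bp of 78.4% of merged peaks in 30WL, 75.3% in 21FR and 62.6% in 30FR, against 13.3%, 12.5% and 12.3% of their flanks.

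The replicates of 21WL shared 44 peaks. Lower depth alone is argued against by 3 of the 6 other libraries, which had fewer tags and more peaks than the 21WL library of their replicate number (30WL replicate 2 and both 30FR replicates). The 21WL lists may hold mostly background. Of the 4355 peaks found in 1 replicate, 4.18% had a G-box (Wilson 95% interval 3.62% to 4.82%), against 2.31% of their flanks. The whole 21WL lists held it in 4.72% and 6.01% of peaks, against at least 10.5% in every other whole list. For the other conditions the share among peaks found in 1 replicate was not computed. Whether such peaks differ between 21WL and the longer lists is therefore not known. Chance failure of single immunoprecipitations cannot be told apart from the condition. The share of tags in peaks was lowest in 21WL in both replicate numbers, but with 4 conditions some condition is lowest in both with a chance of 0.25. That chance is fixed by the design, so this comparison could not have argued against chance failure. Weak binding of PIF7 in white light at 21 °C, the condition itself, stays open as untested.

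Of the merged peaks of 30FR, 21.5% had no peak in 21FR, and 3.168% the reverse. Longer 30FR lists that reach weaker sites may account for this. At equal list lengths the share was 7.65% (6.54% to 8.94%) against 9.30% (8.22% to 10.5%) the other way. Only the 30FR lists were cut, to the 4606 and 3607 peaks of the 21FR lists, which removed their weakest peaks. The cut therefore cannot tell longer lists from weak sites that warm shade adds. Peaks made only of background are argued against, because 33.1% of the 701 held a G-box or a PBE (29.7% to 36.7%) and 11.1% of their flanks did. Among the 814 peaks of lowest score, the G-box share was 14.5% in those absent from 21FR and 40.3% in those shared with it, so the absent ones could be a mixture of bound sites and background. The 701 peaks were set against 21FR and not against 30WL, so sites that PIF7 takes up in warm shade only stay open as untested.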
